A study of Mus musculus with 8 samples.

How the data were processed

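The series holds 8 mouse samples from 4 pools of nuclei, each profiled for chromatin accessibility and for RNA on the 10x Genomics multiome platform. The 4 accessibility (ATAC) samples were analysed here and the 4 RNA samples were not analysed here. In ATAC-seq a transposase inserts adapters into open chromatin, so that the ends of the sequenced fragments mark accessible DNA, and in the single-nucleus form every fragment carries the barcode of its droplet. Per the labels, nuclei came from frozen, sorted CD8+ T cell subsets, liver and spleen cells were mixed within each pool, and the pools were taken 7, 14 or 28 days after infection. There were 2 pools at day 7 and 1 each at days 14 and 28. The series covers lymphocytic choriomeningitis virus and herpes simplex virus infections, and the labels used here do not say which infection a pool belongs to. Tissue, infection and library batch could therefore not be separated from the day.

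Per the file headers, the authors processed each pool with cellranger-arc 2.0.0 against the mm10 mouse reference of that pipeline. Each deposited line gives 1 unique fragment with its chromosome, start, end and barcode and a count of the read pairs that support it, so PCR duplicates were already collapsed in the deposited counts. All barcodes were present in these files, and the filters, the aligner settings and any cell calls are not given in the sources used here. The tests use counts of unique fragments, which were computed here from the deposited fragments and not normalized before testing. Positions are 1-based on mm10. Gene extents came from an NCBI RefSeq table of GRCm38.p6, the same build as mm10, which gives a start and an end for each gene without strand or exons. Windows and genes could therefore not be assigned to exons, introns or untranslated regions, and no reference sequence was used here.

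A barcode was called a nucleus when it had at least 1000 unique fragments on chromosomes 1 to 19, X and Y and at least 15% of them had an end within 1000 bp of either end of a protein-coding gene. The share at gene ends replaced a share at transcription start sites because strand was not used. Doublets were called per pool from the number of autosomal sites at which 3 or more fragments of one barcode overlapped, with a Poisson test and a Benjamini-Hochberg q under 0.01, after windows with such sites in more than 1% of nuclei were masked. Doublets were removed for clustering only and were kept in the sums per pool. They made up 10.6% and 14.1% of nuclei in the day 7 pools, 5.42% at day 14 and 4.19% at day 28. Called doublets were deeper than the remaining nuclei, with a median of 18050 against 6892 fragments in day 7 replicate 1, and how far depth alone led to these calls was not tested.

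Fragments of called nuclei were summed per pool, since nuclei are not replicates. Windows of 500 bp tiled chromosomes 1 to 19 and X, and each fragment counted once in every window that held one of its ends. Windows with a mean CPM (counts scaled to a common library size) of at least 2 over the 4 pools were tested, which left 75460. Gene counts were fragments with an end in the gene body or within 2000 bp on either side, for protein-coding genes with a mean CPM of at least 1, which left 17029. Flanks on both sides replaced an upstream flank because strand was not used. Gene counts of overlapping genes, and of genes with near-identical copies, cannot be assigned to one gene with certainty. Differences were tested with the quasi-likelihood F test of edgeR 4.0.16 after TMM scaling, with the day as a factor with 3 levels over the 4 pools. The fit had 1 residual degree of freedom, from the day 7 pair, and days 14 and 28 were assumed to vary like day 7. The weight on the spread pooled over windows or genes was estimated as infinite. The spread of a single window or gene between the day 7 pools therefore did not enter its test, and all edgeR p values rest on the pooled spread. Benjamini-Hochberg adjustment ran over all windows or genes of a contrast, and 0.05 was the threshold. The square root of the common dispersion, the biological coefficient of variation, was 0.147 for windows and 0.0748 for genes. All CPM values are scaled by TMM factors, and fold changes are relative to the bulk of the tested windows or genes. Each SE of an edgeR fold change is its absolute value divided by the square root of its F statistic. Such an SE is an approximation and not a fitted standard error.

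The 5 fixed gene lists (resident memory, circulating effector, central memory, effector function and exhaustion) were tested with camera (limma 3.58.1, preset correlation 0.01, two-sided) on log2 CPM with a prior count of 2, with adjustment over 15 tests. The named features follow a rule fixed, like the tests, the lists and most of the other settings tried, before the data were examined. Per contrast these were the 3 windows and 3 genes with the largest log2 fold change in each direction among those past the threshold with a mean CPM of at least 5. Where a contrast had none past it, the 3 windows with the smallest p were named as failing. The rule also named list members past the threshold and the control genes Cd3e, Cd8a, Cd8b1 and Actb.

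Nuclei were clustered by latent semantic indexing of the 50000 tested windows with the highest mean CPM, with components 2 to 30, 20 nearest neighbours and Leiden clustering at resolution 0.5. The method used scikit-learn 1.9.0, python-igraph 0.11.9 and leidenalg 0.10.2 in Python 3.11.15. Clusters were named from 9 marker lists fixed beforehand, while the thresholds for naming (a median log2 fold of at least 0.3 over the list, at least 3 markers above 0.3 and a lead of 0.1 over the next list) were set after the data were seen. For non-T names a T cell marker median under -1 was also required. One marker of the resident list is not reported here, which left 13 of 14. A second clustering used only windows with an unadjusted p of at least 0.05 in every contrast, so that windows that differ between days did not define the clusters. Shares of nuclei have exact (Clopper-Pearson) 95% binomial intervals, shares of fragments have Wilson intervals, and numbers of nuclei have exact Poisson intervals. All of these cover counting error only.

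Each statistical script was tested on simulated data drawn from the means and library sizes of these pools. With 200 windows changed by 1 on the log2 scale, 52 were recovered for day 14 against day 7 and 1 window was called wrongly among the 75460. For day 28 against day 7 the test recovered 32 windows with 0 wrong calls, and for day 28 against day 14 it recovered 17 with 1 wrong call. With 200 of the 17029 genes changed by the same amount, 164, 164 and 149 were recovered in these contrasts, with 10, 5 and 3 wrong calls. With no change, 0 windows and 0 genes were called in each contrast. When the simulated pools of days 14 and 28 had 4 times the dispersion of day 7 and nothing changed, 3201, 2309 and 5567 windows and 775, 662 and 1391 genes were called, which shows how far calls depend on the assumed spread. In simulated data for day 28 against day 7, camera gave the changed list of 10 genes a p of 1.2e-25, and 8 of 200 unchanged lists had p under 0.05.

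The alternatives were other scalings (DESeq2 size factors, library size, TMM factors from 10 kb bins, abundance-trended offsets), the DESeq2 1.42.0 Wald test, other low-count filters, fragment midpoints, 3000 or 500 fragments per barcode, pools thinned to the shallowest, the promoter end of a gene, a trend on log2 of the day, days 14 and 28 as 1 group, each day 7 pool left out, fry and an estimated correlation for the lists, and other resolutions and depths for the clusters. The promoter end is the end of a gene with the higher mean CPM, whose median ratio to the other end was 4.94 over 21627 genes. Motif tests were planned and not made, because no reference sequence was used here.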

Results

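Chromatin accessibility was measured in single nuclei from 4 pools of sorted CD8+ T cell subsets, each a mixture of liver and spleen cells, after viral infection of mice. The 2 day 7 pools held 111326505 and 41989412 unique fragments, the day 14 pool held 12756723 and the day 28 pool 11690811. Day 7 was the only time point with replicates, and day 14 and day 28 values come from 1 pool each throughout. In the day 7 pools 11623 nuclei (95% Poisson interval 11413 to 11836) and 5181 nuclei (5041 to 5324) were called. The day 14 pool gave 1957 nuclei (1871 to 2046) and the day 28 pool gave 1240 (1172 to 1311). The median number of unique fragments per nucleus was 7396 (95% interval of the median 7299 to 7479) and 6598 (6449 to 6737) at day 7, 4408 (4246 to 4529) at day 14 and 4998.5 (4830 to 5169) at day 28. Requiring 3000 fragments per barcode moved the number of nuclei most, to 1439 at day 14 and 959 at day 28. Each unique fragment in nuclei was supported by a mean of 2.03 read pairs in both day 7 pools, 2.35 at day 14 and 2.16 at day 28.

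The share of fragments in nuclei with an end within 1000 bp of a gene end was 45.5% and 44.7% at day 7, 54.0% at day 14 and 51.3% at day 28, with Wilson intervals of at most 0.0375 percentage points to either side. The gap between the day 7 pools was smaller than the gap between either of them and a later pool, a difference that was not tested. Counting all barcodes in place of nuclei moved this share most, to 33.3% at day 28. Fragment ends were 41.4 and 47.8 times as dense within 100 bp of promoter ends as in the outermost 100 bp of the 2000 bp around them at day 7, 60.6 times at day 14 and 58.8 times at day 28. Fragments under 150 bp made up 56.6% and 58.5% at day 7, 58.4% at day 14 and 57.9% at day 28, so that the later pools lay between the day 7 pools.

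**Figure D1:**
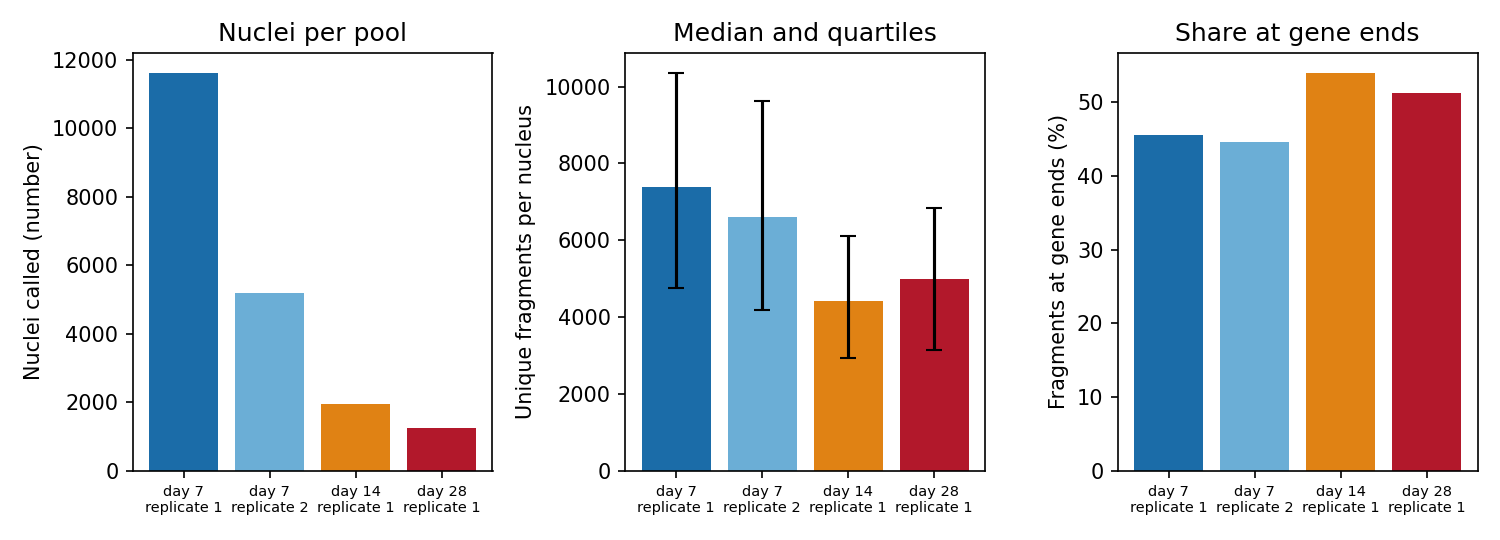
The panels show, for each pool, the number of nuclei called, the median number of unique fragments per nucleus with bars from the lower to the upper quartile, and the percentage of fragments with an end within 1000 bp of a gene end. Nuclei ranged from 1240 at day 28 to 11623 in day 7 replicate 1, and the share at gene ends was 44.7% to 45.5% at day 7 against 54.0% and 51.3% at days 14 and 28.

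The first comparison asks which 500 bp windows were more or less accessible at days 14 and 28 than at day 7, relative to the bulk of the tested windows. Across the 75460 tested windows, log2 CPM correlated at 0.973 between the day 7 pools, at 0.898 to 0.924 between a day 7 pool and a later pool, and at 0.966 between days 14 and 28. These correlations run across windows, which are not independent replicates. The tested windows held a median of 569 and 216 counts in the day 7 pools, 53 at day 14 and 37 at day 28. At day 14, 5258 windows passed an adjusted p of 0.05, 1243 higher and 4015 lower than at day 7. At day 28, 5631 windows passed, 1785 higher and 3846 lower. In each of these sets, 100% of the windows kept their direction against either day 7 pool alone. The windows were called against both day 7 pools together, and these pools differed little (SD of the log2 differences 0.328 over windows). Keeping direction was therefore nearly fixed by the calling. The DESeq2 test called 709 windows at day 14 and 926 at day 28, the lowest counts among the alternatives.

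The balance between higher and lower windows depended on the scaling. With library sizes as the only scaling, 4791 of 8003 windows were higher at day 14 (59.9% against 23.6%) and 3417 of 6546 at day 28 (52.2% against 31.7%). Scaling by 10 kb bins raised the counts most, to 26900 windows at day 14 and 16583 at day 28, of which 94.0% and 87.0% were higher. Under that scaling the median log2 fold change of all windows was 0.56 at day 14 and 0.37 at day 28, against -0.03 and -0.02 under TMM scaling of the windows, so every direction of a window given here is relative to the median tested window. For day 28 against day 14, edgeR quasi-likelihood tests with Benjamini-Hochberg adjustment called 0 windows, with 1707 at an unadjusted p under 0.05. The DESeq2 test called 0 as well, with 183 at an unadjusted p under 0.05, while abundance-trended offsets gave 25 windows, all higher. In simulated data with the depth of these pools, 17 of 200 windows changed by 1 on the log2 scale were recovered in this contrast, so most changes of that size were not detectable between these days.

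**Figure D2:**
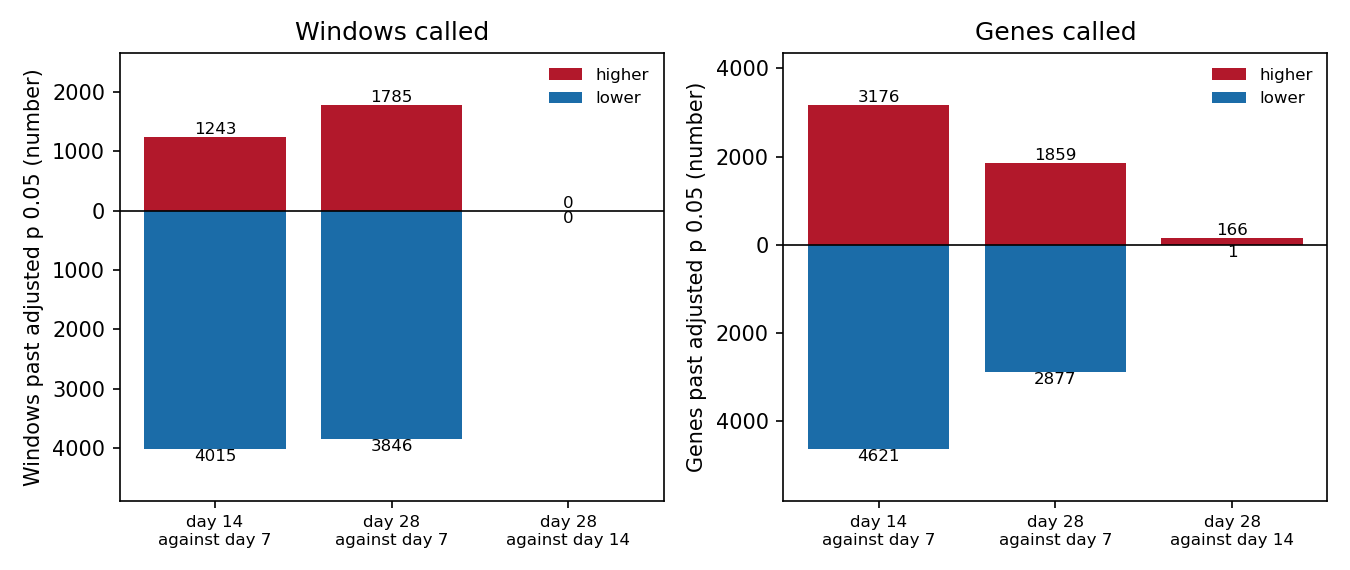
Bars show the number of 500 bp windows and of genes past an adjusted p of 0.05 in each contrast between days, split into higher and lower. Lower windows outnumbered higher ones at day 14 (4015 against 1243) and day 28 (3846 against 1785) relative to day 7, and no window but 167 genes passed between days 28 and 14.

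All positions refer to mm10. The window with the largest rise at day 14 lay at 127796501 to 127797000 on chromosome 1, within Ccnt2, with 1.83 and 1.46 CPM in the day 7 pools, 9.69 at day 14 and 12.9 at day 28; its log2 fold change at day 14 was 2.54 (SE 0.340, edgeR adjusted p 2.26e-10). The window at 46714001 to 46714500 on chromosome 19, within As3mt, had 2.23 and 1.03 CPM at day 7 and 9.89 at day 14, a log2 fold change of 2.53 (SE 0.341, edgeR adjusted p 3.01e-10). The window at 3181001 to 3181500 on chromosome 11, within Sfi1, had 1.54 and 1.51 CPM at day 7, 8.72 at day 14 and 12.5 at day 28. Its log2 fold change was 2.51 at day 14 (SE 0.349, edgeR adjusted p 1.1e-09) and 3.02 at day 28 (SE 0.351, edgeR adjusted p 2.43e-14). The largest fall at day 14 was at 80228501 to 80229000 on chromosome 18, within Hsbp1l1, from 10.8 and 21.1 CPM to 0.291, with a fitted log2 fold change of -5.75 (SE 0.550, edgeR adjusted p 3.49e-21). Only 3 counts lay behind the day 14 value, which was 2.13% of the day 7 level with an exact 95% counting interval of 0.439% to 6.24%. In the window at 54026501 to 54027000 on chromosome 10, within Man1a, accessibility went from 6.54 and 12.5 CPM to 0.485, a log2 fold change of -4.27 (SE 0.546, edgeR adjusted p 1.88e-11). The window at 65107001 to 65107500 on chromosome 18, within Nedd4l, went from 16.4 and 21.4 CPM to 0.969, a log2 fold change of -4.27 (SE 0.430, edgeR adjusted p 5.45e-19).

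At day 28 the largest rises were in the adjacent windows at 75044001 to 75044500 and 75043501 to 75044000 on chromosome 18, within Dym. The first had 1.26 and 2.16 CPM at day 7, 7.37 at day 14 and 16.1 at day 28, a log2 fold change of 3.28 (SE 0.338, edgeR adjusted p 2.42e-18). The second had 1.02 and 1.84 CPM at day 7 and 13.2 at day 28, a log2 fold change of 3.27 (SE 0.355, edgeR adjusted p 1.29e-16). The largest falls at day 28 rest on 1 to 3 counts, where fitted fold changes depend on the prior count. The SE derived from them does so too, and the exact counting intervals do not rest on it. The window at 38746001 to 38746500 on chromosome 19, within Plce1, had 10.4 and 11.1 CPM at day 7 and 1 count at day 28, which was 1.35% of the day 7 level (exact 95% counting interval 0.0342% to 7.55%; fitted log2 fold change -6.20, SE 0.748, edgeR adjusted p 2.59e-13). The window at 106507501 to 106508000 on chromosome 11, within Tex2, had 10.8 and 8.97 CPM at day 7 and 2 counts at day 28, 2.78% of the day 7 level (0.336% to 10.1%; fitted log2 fold change -5.10, SE 0.665, edgeR adjusted p 2.43e-11). The window at 25485001 to 25485500 on chromosome 16 lay 61413 bp from Tprg, the nearest gene. It had 12.1 and 17.0 CPM at day 7 and 3 counts at day 28, 3.21% of the day 7 level (0.661% to 9.38%; fitted log2 fold change -5.06, SE 0.571, edgeR adjusted p 2.68e-15). Each of these windows at either later day passed the threshold in the same direction under every alternative with a test. Each also kept its direction against either day 7 pool alone, which the calling made nearly certain.

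No window passed at day 28 against day 14, and the 3 with the smallest p all had an edgeR adjusted p of 0.9997. The window at 86357501 to 86358000 on chromosome 13, which lay 310706 bp from the nearest gene Cox7c, had a log2 fold change of -1.52 (SE 0.417, unadjusted p 0.000262). The window at 16296001 to 16296500 on chromosome 7, 9194 bp from Ccdc9, had -1.30 (SE 0.379, unadjusted p 0.000578), and the window at 123462001 to 123462500 on chromosome 9, within Lars2, had 0.91 (SE 0.264, unadjusted p 0.000593).

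The contrasts of days 14 and 28 share the day 7 pools as their control, which alone makes their fold changes correlate. Of the windows called at both days, 3278, all went in the same direction, as did 4028 of the 4043 genes called at both. Window log2 fold changes correlated at 0.788 between the contrasts, against a mean of 0.218 and a highest value of 0.223 in 20 simulations of unchanged pools with a shared control. The sign was the same for 77.4% of windows, against a simulated mean of 57.7%.

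Over whole gene regions, 7797 of 17029 genes passed at day 14 (3176 higher and 4621 lower than at day 7) and 4736 at day 28 (1859 higher and 2877 lower). Of these genes, 100% kept their direction against either day 7 pool alone, which calling them against both pools together made nearly certain. Counting only a promoter end moved the day 14 count most, to 1524 genes, and gave 1155 at day 28, while the DESeq2 test on whole regions gave 3985 and 1403. The day 28 count moved most with a linear trend on log2 of the day, which gave 370 genes over the 4 pools, 164 without day 7 replicate 1 and 133 without day 7 replicate 2. Counting only fragment ends inside tested windows, an alternative chosen after the data were seen, gave 1865 genes at day 14 (528 higher and 1337 lower) and 1660 at day 28 (564 higher and 1096 lower).

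Most of the genes called lower had no tested window in their region. Of the 17029 genes, 4000 had no tested window, whether called or not, and their median log2 fold change was -1.29 at day 14 and -0.76 at day 28. The 13029 genes with at least 1 tested window had medians of 0.10 and 0.08. In the 10 kb bins that held neither a gene nor a tested window, 128259 in number, the summed fragment ends changed by -1.13 and -0.70 on the same TMM scale as the genes. The summed fragments of the genes without a tested window changed by -1.19 and -0.71. Of the 4621 genes lower at day 14, 2804 had no tested window, as did 1591 of the 2877 lower at day 28. Of the genes lower with a tested window, 1063 of 1817 at day 14 and 850 of 1286 at day 28 were called lower again from ends inside tested windows, with median log2 fold changes of -0.67 and -0.71 over all of them. Of the genes higher, 494 of 3166 with a tested window were called higher again at day 14 and 518 of 1809 at day 28.

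**Figure D3:**
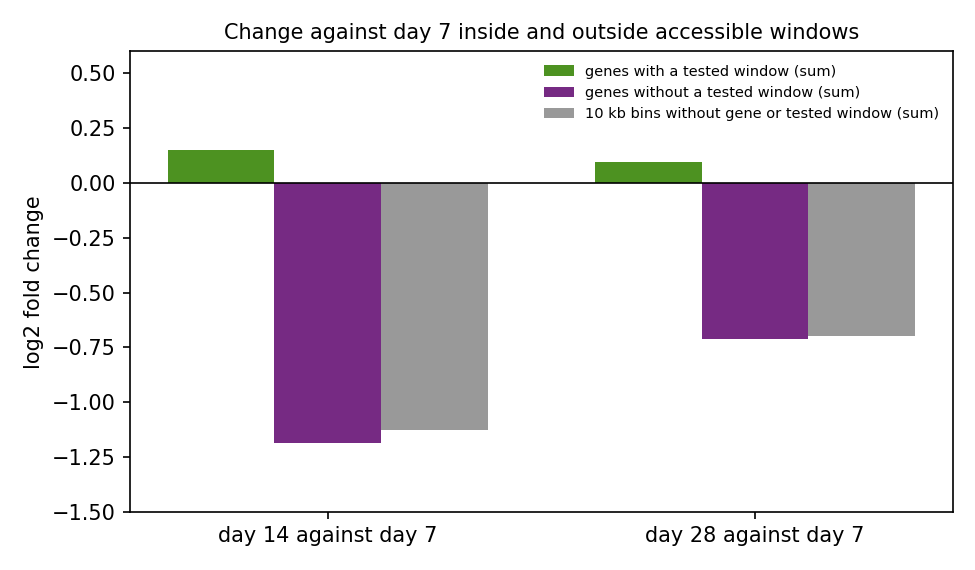
Bars show the log2 fold change against day 7, at days 14 and 28, of the summed counts of genes with a tested window, genes without one and 10 kb bins that hold neither a gene nor a tested window. Genes without a tested window (-1.19 and -0.71) lay near the bins (-1.13 and -0.70), and genes with a tested window lay at 0.15 and 0.09.

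Among genes higher at day 14, Dmrta1 (NCBI gene 242523, chromosome 4, 89688198 to 89694766) had 3.34 and 3.49 CPM at day 7, 12.9 at day 14 and 21.6 at day 28. Its log2 fold change was 1.92 at day 14 (SE 0.233, edgeR adjusted p 2.4e-14) and 2.67 at day 28 (SE 0.227, edgeR adjusted p 7.92e-28), the largest rise in both contrasts. Slc10a1 (gene 20493, chromosome 12, 80953185 to 80968705), whose region overlaps Srsf5 so that its counts cannot be assigned to it alone, had 13.6 and 10.7 CPM at day 7 and 33.4 at day 14. Its log2 fold change was 1.45 (SE 0.177, edgeR adjusted p 3.76e-14). Apol9a (gene 223672, chromosome 15, 77403789 to 77411080) belongs to a family with near-identical copies, so its counts are uncertain. It had 4.90 and 7.81 CPM at day 7 and 16.3 at day 14, a log2 fold change of 1.39 (SE 0.213, edgeR adjusted p 2.63e-09). The largest falls at day 14 were in genes without a tested window, where the background bins fell as well. Cnih3 (gene 72978, chromosome 1, 181350459 to 181460641) went from 11.96 and 14.6 CPM to 1.43, a log2 fold change of -3.21 (SE 0.345, edgeR adjusted p 5.49e-18). Grik3 (gene 14807, chromosome 4, 125490259 to 125714173) went from 9.79 and 12.5 CPM to 1.22, a log2 fold change of -3.17 (SE 0.365, edgeR adjusted p 9.18e-16). Adamts12 (gene 239337, chromosome 15, 11064773 to 11349232) went from 8.07 and 9.72 CPM to 1.02, a log2 fold change of -3.11 (SE 0.392, edgeR adjusted p 2.37e-13).

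At day 28, Gm39774 (gene 105244100, chromosome 2, 26782155 to 26787263) rose from 2.53 and 2.59 CPM to 10.1, a log2 fold change of 1.98 (SE 0.281, edgeR adjusted p 3.74e-10). Arrdc4 (gene 66412, chromosome 7, 68736994 to 68749238) rose from 3.49 and 5.09 CPM to 14.9, a log2 fold change of 1.83 (SE 0.245, edgeR adjusted p 2.3e-11). Mmp10 (gene 17384, chromosome 9, 7502342 to 7510242) went from 9.04 and 12.7 CPM to 0.584, a log2 fold change of -4.19 (SE 0.489, edgeR adjusted p 9.22e-15), and of -3.66 when only ends inside tested windows were counted. Plce1 (gene 74055, chromosome 19, 38481034 to 38785105), whose region overlaps Noc3l, went from 36.1 and 38.2 CPM to 5.26. Its log2 fold change was -2.82 over the whole region (SE 0.248, edgeR adjusted p 3.36e-26) and -6.28 inside tested windows, where 1 window rests on 1 count. Tmem132b (gene 208151, chromosome 5, 125532418 to 125792583), without a tested window, went from 12.9 and 14.4 CPM to 2.19, a log2 fold change of -2.64 (SE 0.348, edgeR adjusted p 1.43e-11).

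At day 28 against day 14, 167 genes passed, 166 of them higher at day 28, with 1520 genes at an unadjusted p under 0.05. This count fell to 4 with library sizes as the only scaling, to 3 under the DESeq2 test and to 23 when nuclei of a myeloid-like cluster, described with the clusters, were left out, an alternative chosen after the data were seen. With ends inside tested windows only, edgeR called 0 genes, with 359 at an unadjusted p under 0.05. The genes with the largest changes had no tested window. Slc7a11 (gene 26570, chromosome 3, 50364936 to 50499087) had 1.73 CPM at day 14 and 9.49 at day 28, against 5.02 and 6.96 at day 7, a log2 fold change of 2.45 (SE 0.419, edgeR adjusted p 1.18e-05). Aoah (gene 27052, chromosome 13, 20794103 to 21036617) had 1.12 CPM at day 14 and 5.55 at day 28, a log2 fold change of 2.31 (SE 0.502, edgeR adjusted p 0.00167). Cnih3 had 1.43 and 7.01 CPM, a log2 fold change of 2.30 (SE 0.453, edgeR adjusted p 0.000350). The single gene lower at day 28, Tafa5 (gene 106014, chromosome 15, 87544219 to 87759364), had 7.84 and 2.48 CPM, a log2 fold change of -1.66 (SE 0.416, edgeR adjusted p 0.0116). None of these 4 genes passed with library sizes only or under the DESeq2 test, and without the myeloid-like nuclei only Cnih3 passed, with a log2 fold change of 2.19.

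The gene lists address whether regions of genes tied to residency, circulation, memory, effector function and exhaustion in T cells changed between days. No list passed an adjusted p of 0.05 by camera in any contrast, nor by fry or with an estimated correlation. Promoter ends moved the medians most, with the circulating effector list at day 14 going from 0.07 to -0.19. Thinning every pool to the shallowest was the only alternative under which a list passed, with the exhaustion list at day 28 at a median log2 fold change of -0.82 and a camera adjusted p of 0.0323, where the alternatives of that result ranged from 0.0323 to 0.781. The exhaustion list had the medians farthest from 0 in each contrast. All 7 members were lower at day 14, Nr4a2 by only -0.05 and Lag3 with a value of 0.03 at promoter ends (median log2 fold change -0.42, camera adjusted p 0.539, fry adjusted p 0.164) and all 7 at day 28, Entpd1 by only -0.02 (median -0.75, camera adjusted p 0.0830, fry adjusted p 0.164). In the contrast of the later days, 5 of 7 were lower (median -0.33, camera adjusted p 0.0830, fry adjusted p 0.318). The median of all genes was -0.03, -0.00 and 0.00 in the 3 contrasts. The central memory list was higher for 7 of 10 members at day 14, among them Bach2 at 0.00 (median 0.07, camera adjusted p 0.539), for 9 of 10 at day 28, among them Lef1 at 0.02 (median 0.20, camera adjusted p 0.0830) and for 8 of 10 at day 28 against day 14 (median 0.11, camera adjusted p 0.557).

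The resident memory list had medians of -0.18 at day 14 and -0.11 at day 28 against day 7 and 0.02 between the later days, each with a camera adjusted p of 0.835. Its median and mean were negative in both contrasts with day 7, where camera gave the direction up, and positive between the later days, where camera gave down. Camera sets a list against all other genes, so its direction can differ from the sign of the list. Among the other genes, the 4000 without a tested window had medians of -1.29 at day 14 and -0.76 at day 28. How far these genes shaped the camera results was not tested. The circulating effector list had a median of 0.07 at day 14 (camera adjusted p 0.557), which became -0.19 at promoter ends and -0.03 without day 7 replicate 2. Its median was -0.11 at day 28 (camera adjusted p 0.605), which became 0.05 without day 7 replicate 1, while camera gave up. Between the later days its median was 0.03 and its mean -0.01, with the camera direction down (adjusted p 0.605). The effector function list had a median of 0.04 and a mean of -0.03 at day 14 (camera up, adjusted p 0.560; fry down), and the median became -0.08 at promoter ends. At day 28 its median was -0.05 and its mean -0.13 (camera up, adjusted p 0.977; fry down), and between the later days its median was -0.09 (camera adjusted p 0.301).

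Single members passed in the contrasts with day 7 by edgeR, in equal numbers over all genes tested and when adjusted over the list alone. At day 14 these were 6 of 13 in the resident memory list, 5 of 10 in the circulating effector, 3 of 10 in the central memory, 4 of 10 in the effector function and 4 of 7 in the exhaustion list. At day 28 they were 4, 3, 4, 3 and 6. Of all lists, 0 members passed between days 28 and 14 by edgeR over all genes. When adjusted over the list alone 3 members of the exhaustion list passed, Havcr2 (log2 fold change -0.54, adjusted p 0.00582), Nr4a2 (-0.40, adjusted p 0.0271) and Tigit (-0.37, adjusted p 0.0271). Ctla4, of the resident memory list, had 88.1 and 124 CPM at day 7 and 42.9 and 42.6 at days 14 and 28, log2 fold changes of -1.30 (edgeR adjusted p 2.2e-20) and -1.31 (edgeR adjusted p 2.65e-18). Havcr2 had 117 and 114 CPM at day 7, 59.5 at day 14 and 41.0 at day 28, log2 fold changes of -0.95 (edgeR adjusted p 2.47e-12) and -1.49 (edgeR adjusted p 1.45e-23). Tox went from 166 and 175 CPM to 93.0 and 97.0 (log2 fold changes -0.88 and -0.82, edgeR adjusted p 2.14e-10 and 2.9e-08). Pdcd1 went from 64.7 and 51.6 CPM to 33.6 and 30.2 (log2 fold changes -0.80 and -0.95, edgeR adjusted p 6.58e-07 and 8.99e-08). Irf4, of the effector function list, went from 111 and 96.2 CPM to 59.0 and 53.7 (log2 fold changes -0.81 and -0.95, edgeR adjusted p 3.48e-09 and 1.88e-10). Rgs2 was higher in both contrasts (log2 fold changes 0.57 and 0.59, edgeR adjusted p 7.37e-06 and 1.5e-05). These 6 genes passed in the same direction under every alternative with a test. They also kept their direction against either day 7 pool alone, which the calling made nearly certain.

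Other members depended on the setting or on the region counted. Tcf7, whose region overlaps Skp1, had 110 and 122 CPM at day 7 and 162 and 171 at days 14 and 28 (log2 fold changes 0.49 and 0.57, edgeR adjusted p 0.000227 and 5.67e-05), and its day 14 call was lost at promoter ends and inside tested windows. Il7r had 15.4 and 15.7 CPM at day 7, 23.0 at day 14 and 29.6 at day 28 (log2 fold changes 0.56 and 0.93, edgeR adjusted p 0.00773 and 2.42e-05), and both calls were lost at promoter ends and inside tested windows. Klf2 (0.52 and 0.43) and S1pr5 (0.50 in both, in a region that overlaps Keap1) were higher over the whole region and not past the threshold at promoter ends. Lag3, whose region overlaps Ptms, was lower at both days (-0.42 and -0.75), with a value of 0.03 at promoter ends at day 14 and no call there at day 28. At day 28, Nr4a2 (-0.45) passed under every alternative with a test and Tigit (-0.47) was lost under the DESeq2 test only; other genes overlap both regions. Gzmk was lower at both days (-0.63 and -0.69) and not past the threshold at promoter ends. At day 14 the calls of Rgs1, Xcl1, Inpp4b, Ahr, S1pr1, Klrg1, Gzma, Slamf6, Il7r, Prf1, Id2 and Lag3 were lost under the DESeq2 test, as were those of Rgs1, Cdh1, Klrg1, Slamf6, Id2 and Tigit at day 28.

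**Figure D4:**
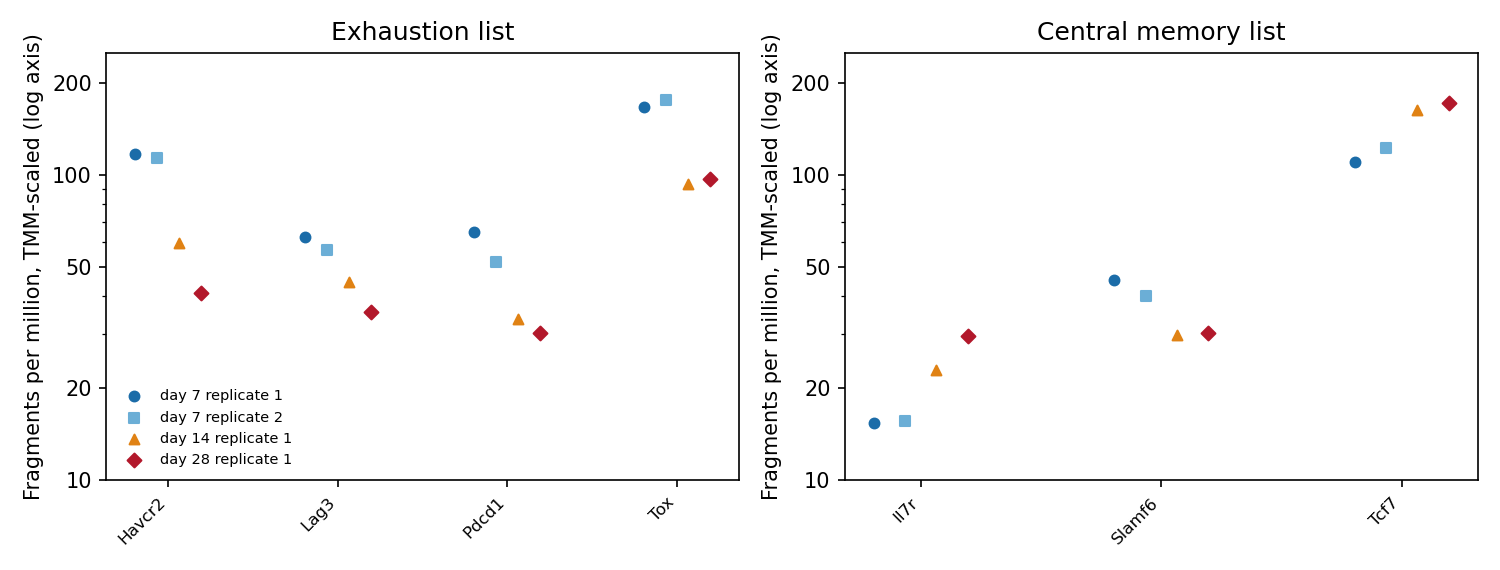
Points show TMM-scaled CPM on a log axis in each pool for the members of the exhaustion and central memory lists past an adjusted p of 0.05 at both day 14 and day 28 against day 7. Havcr2 was at 117 and 114 in the day 7 pools and at 59.5 and 41.0 at days 14 and 28, and Tcf7 went from 110 and 122 to 162 and 171.

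The control genes were measured in the same way. Cd3e (gene 12501, chromosome 9, 44998735 to 45009663) had 57.6 and 56.5 CPM at day 7, 66.1 at day 14 and 62.9 at day 28, with log2 fold changes of 0.21 and 0.14 against day 7 (edgeR adjusted p 0.154 and 0.432) that became -0.03 at promoter ends and -0.01 inside tested windows at day 28. Cd8a (gene 12525, chromosome 6, 71373427 to 71379171) had 46.8 and 34.6 CPM at day 7 and 42.0 and 41.0 at days 14 and 28, with log2 fold changes of 0.04 and 0.01 that were negative at promoter ends, inside tested windows and without day 7 replicate 2. Cd8b1 (gene 12526, chromosome 6, 71322788 to 71337492) had 78.4 to 110 CPM at day 7 and 118 and 128 at days 14 and 28 (log2 fold changes 0.33 and 0.44, edgeR adjusted p 0.0131 and 0.00211), and did not pass with library sizes only, under the DESeq2 test or inside tested windows. Actb (gene 11461, chromosome 5, 142903115 to 142907976) had 189 and 197 CPM at day 7 and 288 and 247 at days 14 and 28 (log2 fold changes 0.58 and 0.36, edgeR adjusted p 5.66e-05 and 0.0297), and did not pass at promoter ends. From day 14 to day 28 the 4 genes changed by -0.07, -0.04, 0.11 and -0.22, with edgeR adjusted p from 0.794 to 0.985, and the value of Cd8a was positive under 4 alternatives.

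Clustering of 10390 and 4453 nuclei from the day 7 pools, 1851 from day 14 and 1188 from day 28 gave 10 clusters, of which 3 were named from marker lists. Cluster 4, with 2054 nuclei, was named circulating effector T-like (7 of 10 markers raised, median log2 fold 0.48), and As3mt, Cma1, Lrg1 and S1pr5 were among its leading genes. Cluster 8, with 635 nuclei, was named central memory T-like (7 of 10 markers, median log2 fold 0.63), but none of its 10 leading genes belonged to that list. Of these leading genes, Cd83, Ccr6 and Pou2af1 are typical of B cells, while the B cell marker list had a median log2 fold of -0.14, so the name is uncertain. Cluster 10, with 108 nuclei, was named myeloid-like (6 of 7 markers, median log2 fold 3.62, T cell marker median -3.94), and Sirpa, Abca1, Nfam1, Slc7a11 and Cd74 were among its leading genes. In the day 28 pool, the nuclei of cluster 10 had 77.1 CPM at Csf1r and 3.85 at Cd3e, against 3.31 and 65.7 in the other nuclei. In day 7 replicate 2 these levels were 112 and 5.58, against 3.79 and 58.1. Cd3e was nearer to the other nuclei at day 14 (50.4 against 65.5) and in day 7 replicate 1 (46.7 against 59.6). There the cluster held 79393 and 21405 fragments, too few for levels of single genes, so the name could not be checked in those pools.

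Cluster 4 held 5.48% (exact 95% interval 5.05% to 5.93%) and 3.795% (3.25% to 4.40%) of nuclei in the day 7 pools, 44.3% (42.0% to 46.6%) at day 14 and 41.8% (38.9% to 44.6%) at day 28. Cluster 6, with 1794 nuclei and no name, held 2.06% and 1.505% at day 7. It held 49.5% (47.2% to 51.8%) at day 14 and 50.3% (47.4% to 53.1%) at day 28. Its median log2 fold was 0.292 for the central memory markers (5 of 10 raised) and 0.275 for the resident markers (6 of 13). Both lay just under the 0.3 needed for a name, a threshold set after the data were seen, and neither list had the required lead. For the circulating effector markers the median of cluster 6 was -0.714 (0 of 10 raised). The day 7 means were 4.64% ± 1.19 for cluster 4 and 1.78% ± 0.392 for cluster 6 (SD, n = 2), so the differences from the later pools were larger than the spread between the day 7 pools. These differences in shares were not tested. Cluster 1 held 34.9% (34.0% to 35.9%) of day 7 replicate 1 and 4.81% (4.20% to 5.48%) of day 7 replicate 2, a day 7 mean of 19.9% ± 21.3 (SD, n = 2), and 3.08% and 0.842% of the later pools. The spread between replicates was thus larger than any difference of cluster 1 between days. Clusters 2, 3, 5 and 7, without names, held 19.5%, 13.8%, 10.0% and 8.35% of day 7 replicate 1. In day 7 replicate 2 they held 33.4%, 30.4%, 18.1% and 3.55%. Each held at most 1.62% at day 14 and 2.19% at day 28. Cluster 8 held 5.41% and 1.46% at day 7, 0.324% at day 14 and 0.168% at day 28. Cluster 10 held 0.0481% and 1.24% at day 7, 0.864% at day 14 and 2.69% (1.85% to 3.78%) at day 28.

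A second clustering left out windows with an unadjusted p under 0.05 in any contrast, which by itself weakens any separation of the days. With this choice, made after the data were seen, 7 clusters formed, and neither cluster 4 nor cluster 6 had a counterpart. In that clustering 84.6% of the 2829 nuclei of clusters 4 and 6 from days 14 and 28 fell into 1 cluster, which held 18.7% and 37.5% of the day 7 pools, 83.6% of day 14 and 76.2% of day 28. At the lower Leiden resolution of 0.25, clusters 4 and 6 merged into 1 cluster that held 7.78% and 6.33% of the day 7 pools, 94.4% of day 14 and 94.0% of day 28, so the later days stayed apart from day 7 in that setting. After thinning each nucleus to 3000 fragments, the cluster nearest to cluster 6 held 8.59% and 15.8% at day 7, 51.8% at day 14 and 53.3% at day 28.

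**Figure D5:**
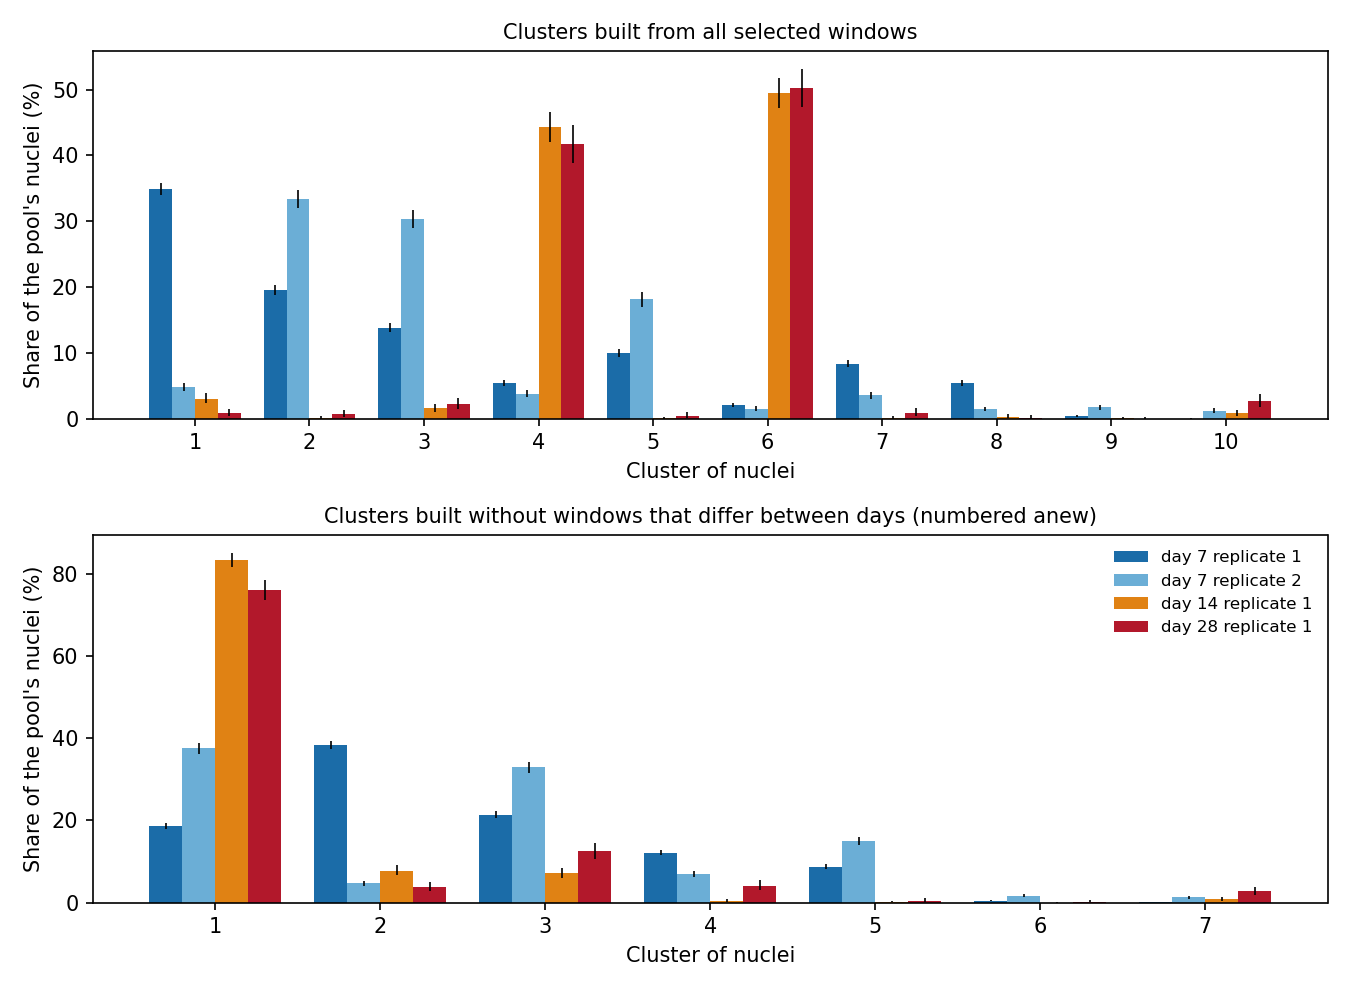
Bars show the percentage of each pool's nuclei in each cluster with exact 95% binomial intervals, for the 10 clusters from all windows (top) and for the 7 clusters, numbered anew, formed without windows that differ between days (bottom). Clusters 4 and 6 held 44.3% and 49.5% of day 14 nuclei against at most 5.48% in a day 7 pool, while without the changed windows 1 cluster held 83.6% of day 14 and 37.5% of day 7 replicate 2.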

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

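The tests in this part were all planned before their results were seen. The comparisons of the report use fragments in called nuclei, and a share of the fragments lay outside them, where a signal was measured in data that no comparison uses. Outside called nuclei lay 10.9% of fragments in day 7 replicate 1, 6.22% in day 7 replicate 2, 22.6% at day 14 and 41.4% at day 28. Of these fragments, 14.9%, 24.9%, 12.4% and 7.95% had an end within 1000 bp of a gene end, against 45.5%, 44.7%, 54.0% and 51.3% in nuclei, and 80.8%, 71.2%, 79.7% and 86.8% were under 150 bp.

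For the day 28 pool, 1 explanation tested was free DNA that lies evenly over the genome. The share at gene ends outside nuclei was 2.67 times the 2.98% of the genome that lies there, which argues against even free DNA as the whole source. By that share, 10.3% of these fragments would be like those in nuclei if all others lay evenly. Even free DNA could therefore still be most of the source. Damaged or small nuclei, free DNA with a preference for open chromatin and barcodes read with errors stay open and were not tested. A difference between the days stays open as untested, since the day, the infection and the library batch cannot be told apart with 1 pool at each later day.

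Some barcodes with many fragments were left out of the nuclei because few of their fragments lay at gene ends. There were 58 such barcodes in day 7 replicate 1, 4 in day 7 replicate 2, 7 at day 14 and 11 at day 28. The largest held 812941 fragments in day 7 replicate 1 and 375092 at day 14, out of 1041508 and 471240 in all such barcodes of these pools. No biological explanation was tested for single barcodes, and what they hold was not tested.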

How the results depend on the processing

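Tests chosen only after results were seen included those without the myeloid-like nuclei and those with only ends inside tested windows. They also included the trend on log2 of the day without each day 7 pool and the clustering without changed windows. The comparison of the day 7 pools for an effect of depth was likewise chosen after results were seen. No paired analysis was possible because the pools of different days share only replicate number 1, fewer than 2 numbers. Unless a reason is given beside a value, the cause was not tested.

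Of 711 comparisons with a test over 73 results for named genes, 609 kept direction and side of the threshold, 88 lost the call and 14 changed direction. Losses were most frequent under the DESeq2 test (25), at promoter ends (22) and inside tested windows (16). For named windows, 164 of 165 comparisons with a test kept both, as did 57 of 60 for the lists. Under fry and the estimated correlation the list median is the same value, so its direction could not change there. Since no list passed in the main test, keeping the side of the threshold meant not passing. Without one day 7 pool, fits of the contrasts between days had no test, unlike the trend on log2 of the day. In these fits of the contrasts, 144 of 146 comparisons for genes, 30 of 30 for windows and 28 of 30 for lists kept their direction. Those of day 28 against day 14 could hardly differ, since the day 7 pools do not enter that contrast. Against day 7, the called windows and genes kept their directions without either day 7 pool, which calling them against both pools together made nearly certain.

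Windows called at day 14 against day 7 went from 5258 to 8003 with library sizes only, 26900 with 10 kb bins and 709 under the DESeq2 test. At day 28 against day 7 they went from 5631 to 16583 with 10 kb bins, 926 under the DESeq2 test and 8671 with a trend on log2 of the day, and that trend gave 6305 to 8053 without one day 7 pool. Days 14 and 28 as 1 group, with 2 residual degrees of freedom in place of 1, gave 13507. Requiring a mean CPM of 5 gave 2361 and 2749, and it tested fewer windows, 40503. For day 28 against day 14 the count went from 0 to 25 with abundance-trended offsets and to 1 with a mean CPM of at least 1.

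Genes called at day 14 against day 7 went from 7797 to 3985 under the DESeq2 test, 1524 at promoter ends, 1865 inside tested windows and 5049 with a mean CPM of 5, where 14137 were tested. Genes called at day 28 went from 4736 to 1403, 1155 and 1660 under the first 3 of these settings, to 370 with the trend on log2 of the day, to 133 to 164 with that trend without one day 7 pool, and to 7783 with both later days together. At day 28 against day 14 the 167 genes became 4 with library sizes only, 3 under the DESeq2 test, 14 at promoter ends, 109 with pools thinned to the shallowest, 23 without myeloid-like nuclei and 0 inside tested windows.

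At promoter ends the medians of the circulating effector list and the effector function list at day 14 became -0.193 and -0.0849, and Lag3 at day 14 became 0.0253. Without one day 7 pool the circulating effector median ranged from -0.0296 to 0.180 at day 14 and from -0.213 to 0.0502 at day 28. With pools thinned to the shallowest the exhaustion list at day 28 passed (median log2 fold change -0.82, camera adjusted p 0.0323, where the alternatives of that result ranged from 0.0323 to 0.781). Under fry and with an estimated correlation no list passed.

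Cd8a, with main values of 0.04 at day 14, 0.01 at day 28 and -0.04 between them, changed sign in several settings. With a mean CPM of 5 it was -0.0339 and -0.0480 at days 14 and 28, at promoter ends -0.255 and -0.269, and inside tested windows -0.171 and -0.0922. Without one day 7 pool it ranged from -0.154 to 0.281 at day 14 and from -0.189 to 0.246 at day 28. With 3000 fragments per barcode it was -0.00203 at day 14. For the later days it was 0.00535 with 3000 fragments per barcode, 0.0176 in thinned pools, 0.0207 without myeloid-like nuclei and 0.0788 inside tested windows. Cd3e at day 28 was -0.0300 at promoter ends and -0.0130 inside tested windows. None of these values that had a test passed its threshold.

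With 3000 fragments per barcode cluster 4 held 2.12% and 1.29% in the day 7 pools, 40.0% at day 14 and 38.6% at day 28, cluster 6 held 3.65%, 2.58%, 53.0% and 55.7%, and cluster 8 held 1.05% at day 14. After thinning nuclei to 3000 fragments cluster 1 held 5.10% at day 14 and 2.87% at day 28, and cluster 4 held 41.6% at day 14. At Leiden resolution 1.0 cluster 6 held 2.56% in day 7 replicate 2, 32.4% at day 14 and 27.6% at day 28. Without doublet removal it held 51.9% at day 14. With changed windows left out cluster 1 held 7.78% at day 14 and 3.70% at day 28. No counterpart with a sufficient overlap was found for clusters 4 and 6 at resolution 0.25, for clusters 4, 6 and 8 with changed windows left out, or for clusters 6 and 8 after thinning. At resolution 0.25 clusters 4 and 6 merged into 1 cluster with 7.78% and 6.33% of the day 7 pools and 94.4% and 94.0% of the later pools. After thinning, the nearest cluster to cluster 6 held 8.59%, 15.8%, 51.8% and 53.3%. With changed windows left out, the cluster with most nuclei of clusters 4 and 6 from the later pools held 18.7%, 37.5%, 83.6% and 76.2%.

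Requiring 3000 fragments per barcode gave 1439 nuclei at day 14 and 959 at day 28, and requiring 500 gave 2119 and 1338. By construction the first raised the median depth, to 8037, 7347, 5244 and 5730 fragments. It also gave 53.7% and 51.1% of fragments at gene ends and 58.1% and 57.7% under 150 bp at days 14 and 28. Over all barcodes the median was 2 fragments in each pool, since most barcodes hold few fragments, and the pools had 2.03, 2.02, 2.34 and 2.14 read pairs per fragment. The shares at gene ends were then 42.2%, 43.5%, 44.6% and 33.3%. Fragments under 150 bp made up 59.2% of day 7 replicate 1, 63.2% at day 14 and 69.9% at day 28. Enrichment at promoter ends was not run for all barcodes, and the motif tests with their alternatives were not run. Recovery was lowest between days 28 and 14, with 1 pool on each side and the shallowest pools, where 17 of 200 simulated windows with a log2 change of 1 were recovered, and depth was not varied alone.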

Other observations

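The count of genes from ends inside tested windows was chosen as a test only after the results were seen, as were the fits without the myeloid-like nuclei and the comparison of the day 7 pools for an effect of depth. The other tests in this part were planned before their results were seen. For every pattern here, a difference that follows the day stays open as untested, because the day, the infection and the library batch cannot be told apart with 1 pool at each later day. Bias by GC content and by sequence variants was not tested.

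Nuclei of the myeloid-like cluster may account for part of the rise of the genes higher at day 28 than at day 14. The values below argue against the nuclei of that cluster as the whole source. Without the nuclei of the myeloid-like cluster a median share of 0.759 of the log2 fold change was left over 162 of the 166 higher genes, and 42 of them lost more than 0.5 of it. The median log2 fold change went from 1.59 to 0.95. Slc7a11, a leading gene of that cluster, went from 2.45 to 1.67, Aoah from 2.31 to 2.01 and Cnih3 from 2.30 to 2.19. Only 23 of the 166 genes were called again, but calls also fell to 4 with library sizes only while the median log2 fold change stayed at 1.60, so lost calls do not show the source. That cluster held 4.33% of clustered fragments at day 28 and 0.959% at day 14. In it, Lyz2 was at 46.2 CPM and Cd8b1 at 0 CPM at day 28, against 0.697 and 135 in the other nuclei. At day 14 the cluster held 79393 fragments, too few for levels of single genes. None of its 7 markers belongs to another list used here, and Fcer1g is also expressed by NK cells. A difference in background between these pools, and myeloid-like nuclei outside the cluster, stay open and were not tested.

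Genes without a tested window were lower at both later days, and a larger share of background fragments in the day 7 nuclei is a candidate explanation. The change of the summed fragments of these genes differed from that of 10 kb bins without a gene or a tested window by at most -0.0587 in the contrasts, against changes of -1.19 and -0.71, so the explanation fits the larger part of the shift. It does not extend to genes with tested windows as a whole, since 1337 genes were called lower at day 14 when only ends inside tested windows were counted. Where such a background would come from was not tested. Clusters 1, 2, 3, 5 and 7, mostly from day 7, had median shares at gene ends of 49.9%, 45.5%, 49.2%, 42.0% and 42.3%. In clusters 4 and 6 these medians were 52.9% and 54.5%. Whether nuclei of particular clusters carried the background was not tested.

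Fragments per pool and cluster shares were each tested as the source of the windows that changed between day 7 and the later days. If fragments per pool were the cause, these windows would already differ between the day 7 pools. Replicate 2 is shallower there by 1.34 on the log2 scale, in the direction of the later pools. Windows called lower were higher in replicate 2, by a median of 0.20 for day 14 and 0.151 for day 28, against 0.0244 for all windows. For these windows that argues against fragments per pool. The day 7 pair cannot decide about depth per nucleus or read pairs per fragment. Medians per nucleus were 7396 and 6598 there, against 4408 and 4998.5 at days 14 and 28. Read pairs per fragment were 2.03 in both day 7 pools, against 2.35 and 2.16. Windows called higher were also higher in replicate 2, by 0.15 and 0.216, which is the direction that depth predicts. With every pool thinned to the shallowest, 787 windows were still called higher at day 14 and 1444 at day 28, against 1243 and 1785 at full depth. For these windows that argues against unequal fragment numbers in the test as the source of the calls. Random thinning keeps the expected fold change, so it cannot exclude effects of depth that arose before it. Such effects and other differences between the pools cannot be told apart for the windows called higher, since the day 7 pools differ in more than depth. Different shares of the clusters would leave little change inside clusters 4 and 6, while in windows that the clustering did not use at least 0.568 of the change between pools was left. Inside cluster 4 the lower windows changed by -1.35 at day 14 and -1.74 at day 28, against -1.95 and -2.18 between pools. Differences in cluster shares could account for the remainder. A difference in background or in library batch stays open.

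Nuclei of cluster 1 came mostly from day 7 replicate 1. After thinning every nucleus to 3000 fragments the matching cluster held 6.03 times the share in replicate 1 that it held in replicate 2 (47.2% against 7.82%), which argues against a difference in fragments per nucleus. A difference between libraries, tissue proportions or infections of these pools stays open, since the labels used here do not separate them, and no biological explanation was tested.

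The X chromosome held 1.83% and 1.82% of fragments in nuclei at day 7, 1.80% at day 14 and 1.85% at day 28, and the Y chromosome 0.0475%, 0.0451%, 0.0352% and 0.0292%. Nuclei without a fragment on Y made up 13.1% (Wilson 95% interval 12.5% to 13.7%) and 17.3% (16.3% to 18.3%) at day 7, 30.3% (28.3% to 32.3%) at day 14 and 36.5% (33.8% to 39.2%) at day 28. Poisson sampling at the depth of each nucleus would give 9.28%, 11.7%, 25.2% and 27.8%.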
